# Identification and characterization of wheat long non-protein coding RNAs responsive to powdery mildew infection and heat stress by using microarray analysis and SBS sequencing

**DOI:** 10.1186/1471-2229-11-61

**Published:** 2011-04-07

**Authors:** Mingming Xin, Yu Wang, Yingyin Yao, Na Song, Zhaorong Hu, Dandan Qin, Chaojie Xie, Huiru Peng, Zhongfu Ni, Qixin Sun

## Abstract

**Background:**

Biotic and abiotic stresses, such as powdery mildew infection and high temperature, are important limiting factors for yield and grain quality in wheat production. Emerging evidences suggest that long non-protein coding RNAs (npcRNAs) are developmentally regulated and play roles in development and stress responses of plants. However, identification of long npcRNAs is limited to a few plant species, such as Arabidopsis, rice and maize, no systematic identification of long npcRNAs and their responses to abiotic and biotic stresses is reported in wheat.

**Results:**

In this study, by using computational analysis and experimental approach we identified 125 putative wheat stress responsive long npcRNAs, which are not conserved among plant species. Among them, some were precursors of small RNAs such as microRNAs and siRNAs, two long npcRNAs were identified as signal recognition particle (SRP) 7S RNA variants, and three were characterized as U3 snoRNAs. We found that wheat long npcRNAs showed tissue dependent expression patterns and were responsive to powdery mildew infection and heat stress.

**Conclusion:**

Our results indicated that diverse sets of wheat long npcRNAs were responsive to powdery mildew infection and heat stress, and could function in wheat responses to both biotic and abiotic stresses, which provided a starting point to understand their functions and regulatory mechanisms in the future.

## Background

The developmental and physiological complexity of eukaryotes could not be explained solely by the number of protein-coding genes [1]. For example, the *Drosophila melanogaster *genome contains only twice as many genes as some bacterial species, although the former is far more complex in its genome organization than the latter. Similarly, the number of protein-coding genes in human and nematode is extremely close. A portion of this paradox can be resolved through alternative pre-mRNA splicing [2]. In addition, post-translational modifications can also contribute to the increased complexity and diversity of protein species [3].

Recent studies suggest that most of the genome are transcribed, among the transcripts only a small portion encode for proteins, whereas a large portion of the transcripts do not encode any proteins, which are generally termed non-protein coding RNAs (npcRNA). For example, transcriptome profiling in rice (*Oryza sativa*) indicates that there are about 8400 putative npcRNAs, which do not overlap with any predicted open reading frames (ORFs) [4]. These npcRNAs are subdivided as housekeeping npcRNAs (such as transfer and ribosomal RNAs) and regulatory npcRNAs or riboregulators, with the latter being further divided into short regulatory npcRNAs (<300 bp in length, such as microRNA, siRNA, piwi-RNA) and long regulatory npcRNAs (>300 bp in length). With the identification of microRNAs and siRNAs in diverse organisms, increasing evidences indicate that these short npcRNAs play important roles in development, responses to biotic and abiotic stresses by cleavage of target mRNAs or by interfering with translation of target genes [5-9].

Long npcRNAs are transcribed by RNA polymerase II, polyadenylated and often spliced [10]. Studies in mice and human suggested that at least 13% and 26% of the unique full-length cDNAs, respectively, are thought to be poly(A) tail-containing long npcRNAs [11-13]. Emerging evidences also suggest that long npcRNAs are developmentally regulated and responsive to external stimuli, and play roles in development and stress responses of plants and disease in human. For example, some long npcRNAs are regulated in various stresses in plants and animals [9,14-16]. In *Caenorhabditis elegans*, 25 npcRNAs are either over- or under-expressed under heat shock or starvation conditions [17], while in *Arabidopsis*, the abundance of 22 putative long npcRNAs are regulated by phosphate starvation, salt stress or water stress [18]. In *Arabidopsis*, long npcRNA, *COOLAIR *(cold induced long antisense intragenic RNA), is cold-induced FLC antisense transcripts, and has an early role in the epigenetic silencing of FLC and to silence FLC transcription transiently [19]. Long npcRNA *HOTAIR *in human is reported to reprogram chromatin state to promote cancer metastasis [20].

Currently, two computational methods are employed to identify long npcRNAs, genome-based and transcript-based. Using genomic sequences, more than 200 candidate long npcRNAs were predicted in *Escherichia coli *[21], and at least 20 long npcRNA genes have been experimentally confirmed [22]. In *Rhizobium etli*, 89 candidate npcRNAs are detected by high-resolution tilling array, and 66 are classified as novel ones [23]. While using cDNA or EST sequences, a large number of long npcRNAs are detected in *Drosophila*, mouse and *Arabidopsis *[12,18,24-26].

Up to date, identification of long npcRNAs is limited to a few plant species, such as Arabidopsis, rice and maize. To our best knowleage, in wheat no systematic identification of long npcRNAs is reported. Wheat (*Triticum aestivum*, AABBDD, 2n = 42) is the most widely grown crop plant, occupying 17% of all the cultivated land, provides approximately 55% of carbohydrates for world human consumption [27], Biotic and abiotic stresses are important limiting factors for yield and grain quality in wheat production. For instance, powdery mildew, caused by the obligate biotrophic fungus *Blumeria graminis f. sp. tritici *(*Bgt*), is one of the most devastating diseases of wheat in China and worldwide and causing significant yield losses [28]. High temperature, often combined with drought stress, causes yield loss and reduces the grain quality [29]. To reduce the damages caused by biotic and abiotic stresses, plants have evolved sophisticated adaptive response mechanisms to reprogram gene expression at the transcriptional, post-transcriptional and post-translational levels [30]. Recently, transcript profiling has been successfully employed to determine the transcriptional responses to powdery mildew infection and heat stress in wheat, and the results revealed that a number of genes were significantly induced or repressed in response to these stresses [31,32].

In our previous study [33], it was demonstrated that expression of microRNAs in wheat was regulated by powdery mildew infection and heat stress, which stimulated us to explore whether long npcRNA was also responsive to powdery mildew infection and/or heat stress. In this study, we performed a genome-wide *in silico *screening of powdery mildew infection and heat stress responsive wheat transcripts in order to isolate a collection of long npcRNA genes. Combining microarray analysis and high-throughput SBS sequencing methods, we totally characterized 125 putative stress responsive long npcRNAs in wheat, four of them were miRNA precursors, and one was experimentally verified by northern blot. Wheat long npcRNAs displayed tissue-specific expression patterns and their expression levels were altered in response to powdery mildew infection and/or heat stress, which suggested that at least a subset of these newly identified wheat long npcRNAs potentially play roles in response to biotic and/or abiotic stresses in wheat.

## Results

### Identification of powdery mildew infection and heat stress responsive long npcRNA candidates in wheat

In our previous study, a total of 9744 powdery mildew infection and 6560 heat stress responsive transcripts were obtained (with a fold change of at least 2) through microarray analysis using the wheat Affymetrix GeneChip^®^. 

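Leaves of 2 near-isogenic wheat lines were compared, the powdery mildew susceptible cultivar JD8 (S) and JD8-Pm30 (R), which carries the resistance gene Pm30. They were taken before inoculation (0 h) and 12 h after conidia of Blumeria graminis f. sp. tritici (Bgt), the fungus that causes powdery mildew, had been dusted or brushed onto the seedlings. Each of the 4 groups (S-0h, S-12h, R-0h and R-12h) had 3 arrays, which the submitters describe as separate biological replicates. The sample labels call the susceptible line 8866 and the resistant line pm30, and give an age of 2 weeks, whereas the paper names JD8 and the stage at which the first leaf was fully expanded. The samples were grouped by the letters S and R, which both sources use. No array of leaves taken at 12 h without spores was used here, so the comparison of 12 h with 0 h also holds any effect of time of day, leaf age and touch. The Affymetrix Wheat Genome Array reads a transcript through a probe set, a group of short oligonucleotides, after the RNA has been amplified and labelled. The authors deposited a linear signal intensity per probe set and array, already scaled so that the mean without the lowest and highest 2% of probe sets is 500 on every array. The submitters' processing notes name GCOS 1.2, R 2.3.0 and GCRMA, but the deposited intensities are not on the log2 scale that GCRMA gives. From there, log2 was taken, 111 Affymetrix control probe sets were left out, and limma was fitted with a mean per group to the remaining 61179. A probe set was called changed at a fold of at least 2, the threshold the paper names, together with a Benjamini-Hochberg adjusted p under 0.05. The median intensity of an array lay between 85.0 and 111.9. Control probe sets for sequences that wheat RNA lacks, 23 in number, had a median of 17.4 and a 95th percentile of 89.8, and between 44.2% and 51.1% of the probe sets of an array lay at or below that percentile. Where all 3 arrays of a group lay there, a change is given as at least N-fold, the geometric mean of the brighter group over 89.8. The correlation of log2 intensities was 0.88 to 0.906 between arrays of one group and 0.826 to 0.872 between arrays of different times. The number of arrays limits the precision of every value.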

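Inoculated leaves differed widely from leaves taken before inoculation in both genotypes. In S, 7101 of the 61179 probe sets changed, 3708 of them higher and 3393 lower at 12 h. In R, 5605 changed, 2889 higher and 2716 lower. For the mean of both lines, 6 arrays against 6, 7622 changed, 3904 higher and 3718 lower. Both lines shared 1974 probe sets that rose, where independent lists would share 175.1, and 1939 that fell, where independent lists would share 150.6. Of the probe sets called in both lines, 18 went in opposite directions. A fold of at least 2 without any test was reached by 28289 probe sets in at least one line and by 8200 in both lines in the same direction. The share of higher among the called probe sets was 52.2% in S, 51.5% in R and 51.2% for the mean of both lines, and 65.7%, 83.1% and 76.6% when the arrays were scaled by the hybridization spike-ins instead, while in R it was 46.9% with a new quantile normalization and 45.5% with arrays centred on the median, and for the mean of both lines 49.5% with the former. Scaling by the spike-ins moves the median change of all probe sets from 0.005 to 0.34 on the log2 scale. The 3' to 5' signal ratio of the sucrose synthase control, a sign of RNA quality, was 12.3 to 13.83 in S-0h and 17.28 to 24.13 in S-12h, against 14.71 to 18.2 in R-0h and 15.39 to 16.17 in R-12h. That of the ubiquitin control overlapped between the times in both lines. The paper takes transcripts with a fold change of at least 2 as responsive and searches them for long npcRNAs.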

In this study, in order to identify the putative wheat long npcRNAs which were responsive to powdery mildew and/or heat stress, these stress responsive transcripts were used to characterize the wheat long npcRNAs. Firstly, these transcripts were annotated by Harvest program, and 7746 and 5754 transcripts were identified to be protein-coding genes and therefore were discarded in further analysis. 

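Among protein-coding genes with a name, 21 of 102 changed for the mean of both lines, 4 higher and 17 lower at 12 h. PR5, a thaumatin-like pathogenesis-related protein, rose from 95.6 ± 108 to 1772 ± 138 in S and from 221 ± 30.2 to 996 ± 48.6 in R (SD, n = 3 arrays; S-0h replicate 2 was at 220.8 and the others at 34.2 and 31.9, under the background level), a log2 change of 3.50 for the mean of both lines (standard error 0.44, adjusted p = 0.000296 from limma). Ta20ox1B and Ta20ox1A, gibberellin 20-oxidases, rose from signals near background, Ta20ox1B at least 2.57-fold in S and Ta20ox1A at least 2.42-fold in S and at least 1.95-fold in R (adjusted p = 0.00938 and 0.00104 for the mean of both lines from limma). PFK also passed the test (adjusted p = 0.0398 from limma), but all 12 arrays lie at or below the background level for it, so no fold is given. The largest fall was that of hsp16.9A, a small heat shock protein, from 2675 ± 272 to 54.9 ± 23.2 in S, at least 29.7-fold, and from 2358 ± 1233 to 81.8 ± 70.9 in R, where single R-12h arrays lay at 104.1, 138.9 and 2.5 (standard error 0.90 on the log2 scale, adjusted p = 0.00107 for the mean of both lines from limma).

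Of 7 photosynthesis genes, a list named before the data were examined, 4 fell, and 4 when adjusted over the list alone. None was called higher. Of the 3 others, petC (-0.76, adjusted p = 0.000709 from limma) and PsbO (-0.64, adjusted p = 0.004 from limma) passed the adjusted p but stayed short of a fold of 2, and rbcl did not pass it. FBP (log2 change -2.11), Trx-M, a thioredoxin (-1.77), PRK, phosphoribulokinase (-1.40), and PsbP, of the oxygen-evolving complex (-1.0), were the 4 that fell. The list fell against all other probe sets (limma's camera, adjusted p = 1.71e-06, and adjusted p = 0.0113 with an estimated correlation). Of 6 tubulins, a list added after the data were examined, tubb3 (-1.57), Tubb5 (-1.23) and Tubb4 (-1.09) fell, tubb1 (-0.98, adjusted p = 0.000116 from limma) passed the adjusted p but stayed short of a fold of 2, tubb2 and TUBA did not pass it, and none was called higher (limma's camera, adjusted p = 2.11e-05, and adjusted p = 0.0113 with an estimated correlation). When the arrays were scaled by the spike-ins, 3 of the photosynthesis genes and 1 of the tubulins remained lower by the test, and rbcl and TUBA, which had not passed it, took log2 changes of 0.14 and 0.04. With a new quantile normalization 2 of the photosynthesis genes and 2 of the tubulins were called lower, and the median log2 change of the photosynthesis list was -0.565 in place of -1.001. Of 6 pathogenesis-related proteins PR5 rose and 5 did not pass the test, with 1 higher when adjusted over the list alone (limma's camera, adjusted p = 0.38).

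Other named genes that fell were TaPEAMT1, a phosphoethanolamine methyltransferase of choline synthesis, by a log2 change of -3.95, FKBP70, an immunophilin (-1.84), TaGlu1a, a beta-glucosidase (-1.77), CAT1, a catalase (-1.68), GAPN, a glyceraldehyde-3-phosphate dehydrogenase (-1.62), and wcH2B-6, a histone H2B (-1.55). Their adjusted p from limma ran from 1.76e-06 for TaPEAMT1 to 0.00478 for wcH2B-6. The genes lgul (-1.33, adjusted p = 8.05e-05 from limma) and AGA.1 (-1.18, adjusted p = 8.59e-05 from limma) fell as well. 6-FEH, a fructan exohydrolase, fell at least 5.27-fold in S and at least 3.73-fold in R (adjusted p = 5.11e-05 for the mean of both lines from limma). PRK loses its call under a new quantile normalization, where its log2 change is -0.98. Names come from a table that pairs 1273 of the probe sets with 771 genes, so most of the array stays unnamed here.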

The remaining transcripts were then analyzed by Blastx and Blastn, 586 and 406 ESTs with no similarity to protein coding genes or tRNA and rRNA were retained. 

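Most of the putative long npcRNAs of powdery mildew changed after inoculation for the mean of both lines. Of 71 probe sets that the study lists as powdery mildew responsive, 56 changed for the mean of both lines, 35 higher and 21 lower at 12 h, and 56 also when adjusted over the list alone. The study chose these 71 by their response on arrays of this design, so the count is not independent evidence of it. In S, 49 changed, with 32 higher and 17 lower, and in R 43 changed, with 24 higher and 19 lower. In both lines 32 changed, 20 of them higher and 12 lower, and 65 of the 71 had the same sign in both. All 71 reached a fold of at least 2 in one of the lines or in both, and 41 in both in the same direction. The share called was 78.9%, against 12.5% of all probe sets tested. With the arrays scaled by the spike-ins, the share of higher among the called npcRNAs was 76% in place of 62.5%.

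**Figure D1:**
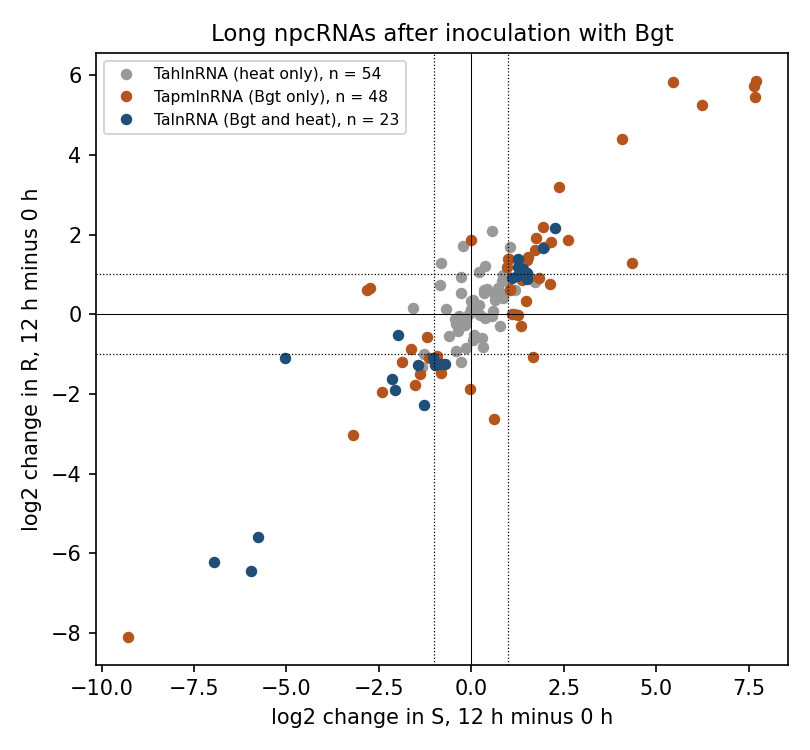
Log2 change from 0 h to 12 h in S (horizontal axis) and in R (vertical axis) of the 125 putative long npcRNAs, 1 point each, with TahlnRNA in grey (54), TapmlnRNA in orange (48) and TalnRNA in blue (23), and dotted lines at a fold of 2. The 71 of TapmlnRNA and TalnRNA lie mostly in the lower left and upper right, where the log2 changes have the same sign in both lines.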

Secondly, 125 transcripts with no or short ORFs (less than 80aa) and polyA-tails were selected as putative long npcRNAs (Additional file 1), among which 71 were responsive to powdery mildew infection, and 77 were responsive to heat stress. 

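Most of the TalnRNAs, which the study also lists as heat responsive, changed after inoculation with Bgt. Of 23, 10 were higher and 12 lower at 12 h for the mean of both lines, 22 in all, and 22 when adjusted over the list alone. With the arrays scaled by the spike-ins 10 were higher and 8 lower. Since the study chose the list by its response, this is not independent evidence. The 1 that was not called, TalnRNA23, had a log2 change of -0.98 (adjusted p = 0.000467 from limma), short of a fold of 2. The largest falls were those of TalnRNA20, TalnRNA22 and TalnRNA18. TalnRNA22 went from 31049 ± 1548 to 525 ± 219 in S and from 29419 ± 3702 to 741 ± 966 in R (SD, n = 3 arrays; R-12h replicate 2 was at 1848.3 and the others at 67.9 and 308), a log2 change of -6.20 for the mean of both lines (adjusted p = 0.000114 from limma). TalnRNA20 went from 1395 ± 159 to 12.2 ± 6.1 in S, at least 15.5-fold lower. TalnRNA18 had a log2 change of -5.68 (standard error 0.32, adjusted p = 2.69e-06 from limma). TalnRNA2, at or below background on all 12 h arrays, fell at least 1.08-fold in R (adjusted p = 0.00951 from limma). All 23 had the same sign in S and in R. As a list, the TalnRNAs did not stand apart from other probe sets in direction (limma's camera, adjusted p = 0.38).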

We found that 23 long npcRNAs responded to both powdery mildew infection and heat stress (designated TalnRNA). A total of 48 putative long npcRNAs were only responsive to powdery mildew infection (designated TapmlnRNA), and 54 were only responsive to heat stress (designated TahlnRNA). Among these putative long npcRNAs, the longest ORF was 74aa, with an average of 43.5aa (Additional file 1). 

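More TapmlnRNAs rose than fell at 12 h, while few TahlnRNAs changed. Of 48 TapmlnRNAs, 25 were higher and 9 lower for the mean of both lines and 14 were not called, and with the arrays scaled by the spike-ins 28 were higher and 4 lower. When adjusted over the list alone 34 were called, which is no independent evidence since the study chose them by their response. The largest rises started near the background level. TapmlnRNA10 went from 26.1 ± 30.1 to 3524 ± 846 in S, at least 38.6-fold higher, and from 90.3 ± 114 to 2765 ± 329 in R (SD, n = 3 arrays; R-0h replicate 2 was at 220.6 and the others at 37.2 and 13; adjusted p = 0.000106 for the mean of both lines from limma). TapmlnRNA12 rose at least 25.1-fold in S, and TapmlnRNA35 at least 8.36-fold in S and at least 6.92-fold in R. TapmlnRNA48 had the largest fall, from 3851 ± 539 to 8.3 ± 5.8 in S, at least 42.6-fold, and from 5116 ± 748 to 56.4 ± 84.8 in R, where R-12h replicate 2 was at 154.2 and the others at 11.2 and 3.7 (adjusted p = 7.15e-05 for the mean of both lines from limma).

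Of 54 TahlnRNAs, TahlnRNA40 rose (log2 change 1.26, standard error 0.25, adjusted p = 0.00449 from limma), TahlnRNA47 fell (-1.14, standard error 0.09, adjusted p = 2.38e-05), and 52 were not called, with 2 called when adjusted over the list alone. TahlnRNA47 went from 25067 ± 508 to 10314 ± 535 in S and from 21707 ± 652 to 10851 ± 445 in R (SD, n = 3 arrays). Without the fold threshold 13 of the 54 passed for the mean of both lines, against 14502 of the 61179 probe sets tested. A fold of at least 2 in one of the lines or both was reached by 14 of the 54. The study lists the TahlnRNAs as responsive to heat only. A low count of calls therefore follows from how the list was made and is not independent evidence. TahlnRNA47 loses its call when the arrays are scaled by the spike-ins (log2 change -0.81) and under a new quantile normalization (-0.85), and with the spike-in scaling 8 of the 54 are called, against 4 without S-0h replicate 3. The other probe set in the sequence cluster of TahlnRNA47 was called lower too. Its log2 change was -1.43 in S, -1.05 in R and -1.24 for the mean of both lines (adjusted p = 0.000317 for the mean from limma).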

In order to validate expression patterns of the long npcRNAs in response to powdery mildew infection and/or heat stress, expression patterns of 4 long npcRNAs, TapmlnRNA19, TapmlnRNA30, TahlnRNA27 and TalnRNA5, were determined by using quantitative RT-PCR analysis. 

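On the arrays TapmlnRNA30 rose in R and for the mean of both lines, and TapmlnRNA19 passed the test in S. TapmlnRNA30 went from 233 ± 51.4 to 450.0 ± 64 in S and from 220.5 ± 47.4 to 495 ± 72.6 in R (SD, n = 3 arrays). The log2 change was 0.96 in S, just short of a fold of 2 (adjusted p = 0.022 from limma), 1.18 in R (adjusted p = 0.0103 from limma) and 1.07 for the mean of both lines (standard error 0.17, adjusted p = 0.0013 from limma), with an exact permutation test within lines giving p = 0.005 (two-sided), the smallest that 400 arrangements give. The mean of both lines falls just short of a fold of 2 without S-0h replicate 3, without R-0h replicate 3 and under a new quantile normalization, where its lowest log2 change is 0.97. The other probe set of the same sequence cluster, which is not TapmlnRNA30 itself, rose less. Its log2 change was 0.59 in S, 0.76 in R and 0.67 for the mean of both lines (adjusted p = 0.00149 for the mean from limma), short of a fold of 2. TapmlnRNA19 went from 137 ± 61.5 to 304 ± 60.0 in S, a log2 change of 1.25 (standard error 0.37, adjusted p = 0.0468 from limma). In R its signal was 219 ± 13.1 before and 223 ± 70 after inoculation, a log2 change of -0.02 (adjusted p = 0.986 from limma). For the mean of both lines the log2 change was 0.62 (adjusted p = 0.131, and 0.0454 when adjusted over the list alone, from limma), and the exact permutation test gave p = 0.08. With the replicate number as a block, TapmlnRNA19 12 h against 0 h in S has an adjusted p of 0.0638 from limma. The call in S was lost in 13 of 21 other settings. The paper's own measurement of these transcripts by qRT-PCR was not analysed here.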

Expression levels of TapmlnRNA19 and TapmlnRNA30 were up-regulated after powdery mildew inoculation (Figure 1a, b), whereas expression of TahlnRNA27 and TalnRNA5 were up-regulated after heat stress (Figure 2a, b), which showed consistent expression patterns with microarray analysis.

**Figure 1:**
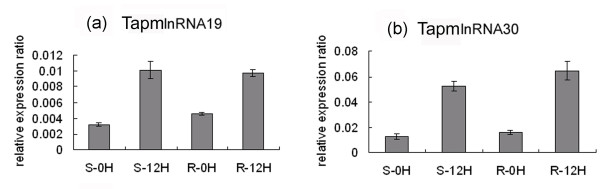
**Expression patterns of wheat long npcRNAs TapmlnRNA19 (a) and TapmlnRNA30 (b) in response to powdery mildew inoculation (12hai) as determined by qRT-PCR analysis, S-0H: before *Bgt *inoculation in susceptible (S) genotype, S-12H: 12 hrs after *Bgt *inoculation in S genotype, R-0H: before *Bgt *inoculation in resistant (R) genotype, R-12H: 12 hrs after *Bgt *inoculation in R genotype**.

**Figure 2:**
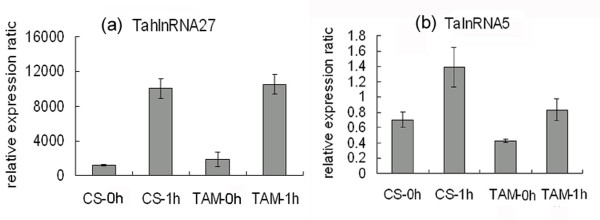
**Expression patterns of wheat long npcRNAs TahlnRNA27 (a) and TalnRNA5 (b) in response to heat stress**. CS-0h: before heat stress treatment for heat susceptible genotype Chinese Spring (CS), CS-1h: after 1 hour heat stress treatment, TAM-0h: before heat stress treatment for heat tolerant genotype TAM107 (TAM), TAM-1h: after 1 hour heat stress treatment.

### Four long npcRNA transcripts correspond to miRNA precursors

By mapping miRNAs which were identified from our previously sequenced six small RNA libraries (S-0h, S-12h, R-0h, R-12h, TAM-0h, TAM-1h) [33] to the complete collection of 125 long npcRNAs, we identified that four transcripts (TalnRNA5, TapmlnRNA8, TapmlnRNA19, TahlnRNA27) were miRNA precursors. Prediction of the secondary structure for the four transcripts by using the Vienna RNA package RNAfold web interface program showed that these four miRNA precursors had stable hairpin structures (Additional file 2, 3, 4 and 5).

Among the four long npcRNAs, three (TalnRNA5, TapmlnRNA19 and TapmlnRNA8) were responsive to powdery mildew infection. Both TalnRNA5 and TapmlnRNA19 were the precursors of miR2004, and TapmlnRNA8 was the precursor of miR2066. It is interesting to note that TapmlnRNA19 and TalnRNA5 were up-regulated after powdery mildew infection as determined by qRT-PCR (Figure 1a, 3a), and miR2004 was also found to be up-regulated based on the small RNA high throughput sequencing (Figure 3b). 

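Of the miRNA precursors among the powdery mildew responsive npcRNAs, TalnRNA5 rose and TapmlnRNA8 fell in both genotypes. TalnRNA5 went from 609 ± 119.5 to 2294 ± 83.0 in S and from 831 ± 50.3 to 2676 ± 443 in R (SD, n = 3 arrays). Its log2 change was 1.93 in S (adjusted p = 0.000182 from limma), 1.67 in R (adjusted p = 0.000545 from limma) and 1.80 for the mean of both lines (standard error 0.14, adjusted p = 1.59e-05 from limma). TapmlnRNA8 went from 489 ± 186 to 98.6 ± 54.0 in S and from 663 ± 114 to 171 ± 38.3 in R, a log2 change of -2.20 for the mean of both lines (standard error 0.35, adjusted p = 0.00136 from limma). In R alone the log2 change of TapmlnRNA8 was -1.96 (adjusted p = 0.0281 from limma), and that call is lost without any single one of the R arrays and in 8 of 21 other settings in all.

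**Figure D2:**
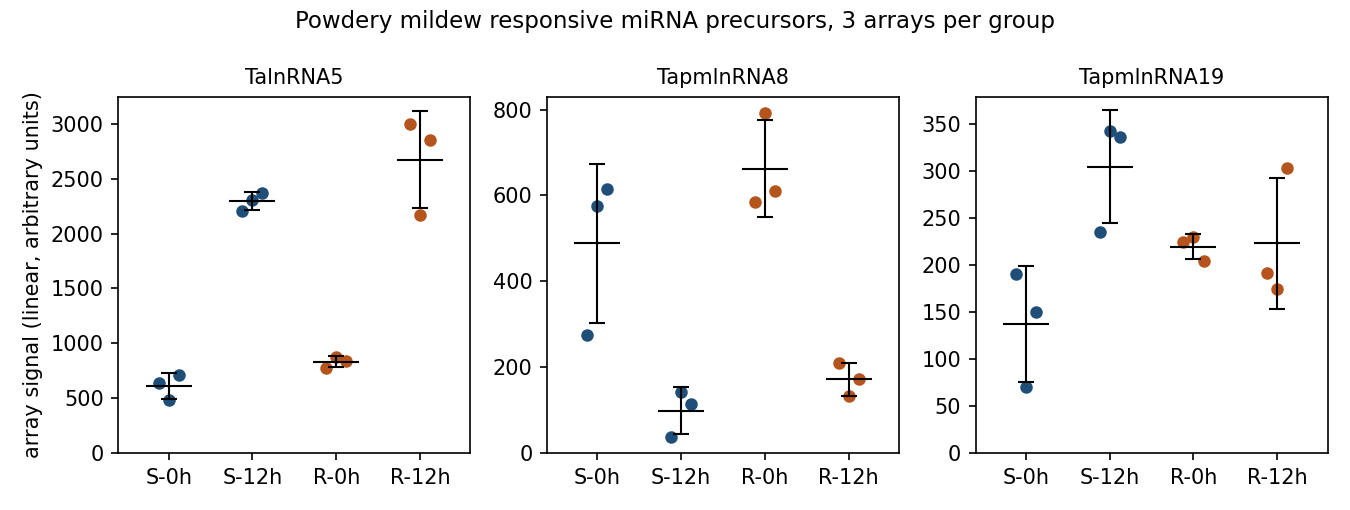
Array signal on a linear scale (vertical axis, arbitrary units, a separate scale for each transcript) of TalnRNA5, TapmlnRNA8 and TapmlnRNA19 in S-0h, S-12h, R-0h and R-12h, with 1 point per array, the mean as a horizontal bar and the SD as a vertical bar (n = 3). The 12 h arrays lie above the 0 h arrays in both lines for TalnRNA5 and below them for TapmlnRNA8, while for TapmlnRNA19 they lie above them in S and overlap with them in R.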

To further determine the expression pattern of miR2004, we performed Northern blot analysis (Figure 3c) which indicated that miR2004 shared similar expression pattern with the high throughput sequencing.

**Figure 3:**
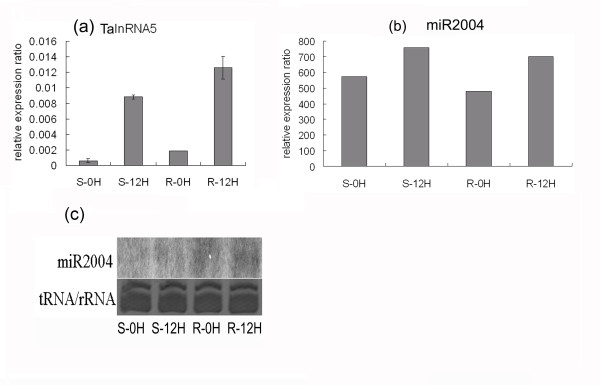
**Expression pattern of wheat long npcRNA TalnRNA5 and its corresponding miRNA before or 12hai in both disease resistant genotype (R) and susceptible genotype (S)**. (a) The expression level of TalnRNA5 as determined by qRT-PCR. (b) The expression pattern of miR2004 based on high throughput sequencing. (c) Northern blot analysis for miR2004 expression before or 12hai in S genotype and R genotype.

The heat responsive long npcRNA TahlnRNA27 contained Ta-miR2010 family sequences, and was up-regulated in 'TAM107' (heat tolerant cultivar) 1 h after heat treatment (Figure 2a), whereas Ta-miR2010 was also statistically up-regulated 1 h after heat stress in the small RNA databases of 'TAM107' in our previous study [33]. The secondary structure and the corresponding expression pattern indicated that TahlnRNA27 might be the precursor of miR2010. In addition, the powdery mildew infection responsive long npcRNA TalnRNA5 (Figure 3a) was found to be also responsive to heat stress and the expression level was increased in 'CS' and 'TAM107' 1 h after heat stress (Figure 2b).

### Characterization of putative long npcRNAs for siRNA

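Among npcRNAs that gave rise to siRNAs, most of those that changed on the arrays rose at 12 h. Of 16 such transcripts among the 71, 9 were higher and TalnRNA21 was lower for the mean of both lines, and 6 were not called, with 10 called when adjusted over the list alone. In S 9 were called, and in R 6. The study chose the 71 by their response, so these counts are not independent evidence of it. TapmlnRNA24 went from 3.7 ± 1.8 to 736 ± 348 in S, at least 7.65-fold higher, and from 10.9 ± 6.7 to 481 ± 90.3 in R, at least 5.3-fold higher (SD, n = 3 arrays; adjusted p = 5.53e-06 for the mean of both lines from limma). TapmlnRNA26 went from 80.7 ± 12.7 to 208 ± 18.1 in S and from 79.8 ± 31.3 to 141 ± 21.9 in R (log2 change 1.14, standard error 0.22, adjusted p = 0.00415 from limma), and loses its call without R-0h replicate 3, where the log2 change is 0.95. The same sign in both lines was seen for 13 of the 16. The sequenced small RNAs were not analysed here.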

We found that 16 out of 71 powdery mildew responsive long npcRNAs gave rise to small RNAs (Additional file 1), and all of them had similar expression pattern in microarray analysis and SBS sequencing. Most of these long npcRNAs produced more than one small RNA family. For example, TapmlnRNA11 comprised three small RNA family sequences and each had several members (Figure 4). 

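TapmlnRNA11 lay at the background level before inoculation and rose in both genotypes. Its signal was 38.6 ± 38.7 in S-0h and 25.3 ± 17.7 in R-0h, with all arrays of both groups at or below the 95th percentile of the absent-sequence controls. At 12 h it was 456 ± 170.3 in S and 419 ± 55.9 in R (SD, n = 3 arrays), at least 4.86-fold higher in S and at least 4.64-fold higher in R (adjusted p = 0.000582 for the mean of both lines from limma).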

The expression level of TapmlnRNA11 in non-inoculated genotypes was quite low, but accumulated to a high level after powdery mildew infection in JD8 and JD8-Pm30 12hai (Figure 5a). Consistent with this expression pattern, its corresponding siRNAs were also up-regulated after powdery mildew infection (Figure 5b) in both genotypes.

**Figure 4:**
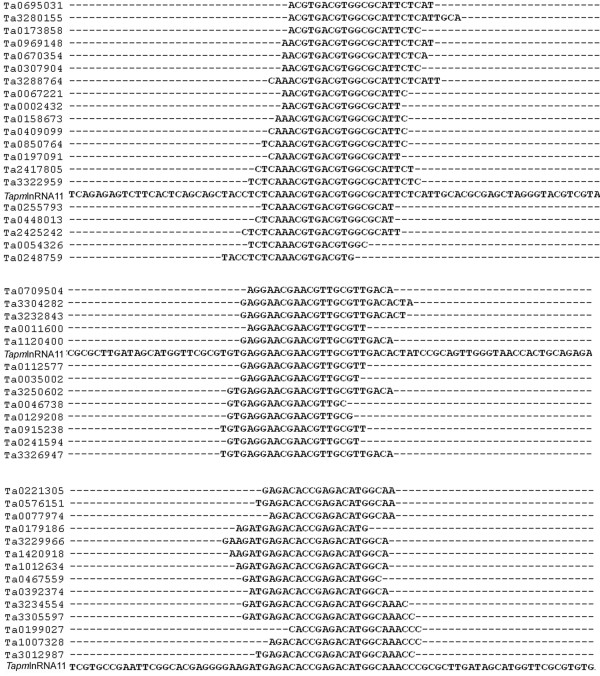
**The positions of siRNAs matching to the TapmlnRNA11**.

**Figure 5:**
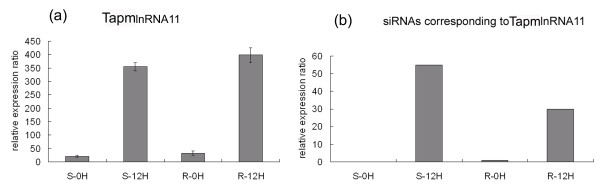
**Expression patterns of wheat long npcRNAs and their corresponding siRNAs before or 12hai in S genotype and R genotype**. (a) The expression pattern of TapmlnRNA11 in wheat microarray analysis. (b) The abundance of corresponding siRNAs matching TapmlnRNA11 based on high-throughput sequencing.

For the heat stress responsive long npcRNAs, there were nine transcripts matching the small RNAs (Additional file 1). Among them, TalnRNA21 was responsive to both heat treated and powdery mildew inoculated wheat leaves, however, the expression pattern was quite different, expression of TalnRNA21 was repressed in JD8 and JD8-Pm30 12hai (Figure 6a), but up-regulated after heat stress in 'CS' and 'TAM107' (Figure 6b). 

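TalnRNA21 fell after inoculation. Its signal went from 729 ± 17.2 to 371 ± 62.0 in S and from 805 ± 73.8 to 334 ± 63.7 in R (SD, n = 3 arrays). The log2 change was -0.99 in S (adjusted p = 0.00659 from limma), just short of a fold of 2, -1.28 in R (adjusted p = 0.00209 from limma) and -1.14 for the mean of both lines (standard error 0.14, adjusted p = 0.000234 from limma). With the arrays scaled by the spike-ins the change is -0.81 in R and -0.802 for the mean of both lines, both short of a fold of 2. The other 3 probe sets of the same sequence cluster had log2 changes between -0.69 and -0.63 for the mean of both lines (adjusted p from 0.000694 to 0.00427 from limma). The heat arrays were not analysed here.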

We also noted that TalnRNA21 accumulated to a much higher expression level 1 h after heat treatment in heat tolerant cultivar as compared to that in heat sensitive cultivar (Figure 6b).

**Figure 6:**
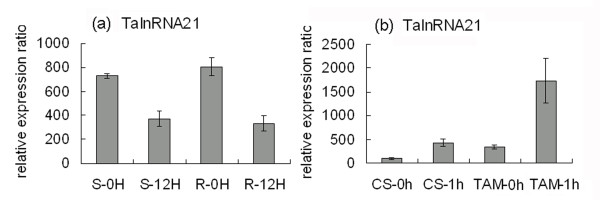
**The expression pattern of TalnRNA21 in response to powdery mildew inoculation (a) and heat stress (b) based on microarray analysis**.

### Long npcRNAs corresponding to SRP and snoRNAs

We found that 52 powdery mildew infection responsive and 66 heat stress responsive long npcRNAs could execute their functions in the form of long molecules, among which 21 transcripts were responsive to both stress treatments (Additional file 1). 

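Most of the npcRNAs that the study assigns to long molecules changed after inoculation, in both directions. Of 52 of them among the 71, 25 were higher and 19 lower at 12 h for the mean of both lines and 8 were not called. When adjusted over the list alone 44 were called, again on a list chosen by its response. TapmlnRNA22 rose from 13.2 ± 6.1 to 547 ± 107.2 in S, at least 6.02-fold, and from 11.6 ± 1.4 to 660.1 ± 100.5 in R, at least 7.3-fold (SD, n = 3 arrays; adjusted p = 6.90e-07 for the mean of both lines from limma). TapmlnRNA43 fell from 5577 ± 97.1 to 607 ± 86.0 in S and from 6289 ± 323 to 772 ± 62.7 in R (log2 change -3.12, standard error 0.11, adjusted p = 5.03e-07 from limma). Of the 52, 50 had the same sign in both lines.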

Two transcripts, TalnRNA9 and TalnRNA12, were identified as signal recognition particle (SRP) 7S RNA variant 1 and 3, respectively. It was found that the expression of TalnRNA9 was increased in both JD8 and JD8-Pm30 genotypes 12 hours after infection (hai) (Figure 7a), but was repressed 1 h after heat treatment in 'CS' (heat sensitive cultivar) and 'TAM107' (heat tolerant cultivar) (Figure 7b). Among the 45 long npcRNAs which were only responsive to heat stress, three (TahlnRNA12 TahlnRNA23 and TahlnRNA29) were characterized as U3 snoRNAs, and their expression levels were increased 1 h after heat stress in both 'CS' and 'TAM107'(Figure 8)

**Figure 7:**
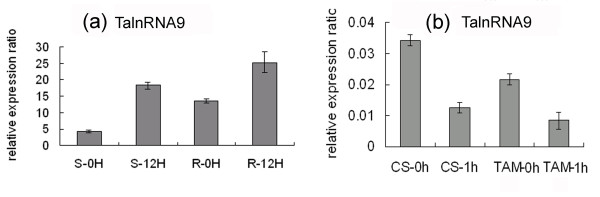
**The expression patterns of TalnRNA9 in response to powdery mildew inoculation (a) and heat stress (b) as determined by qRT-PCR**.

**Figure 8:**
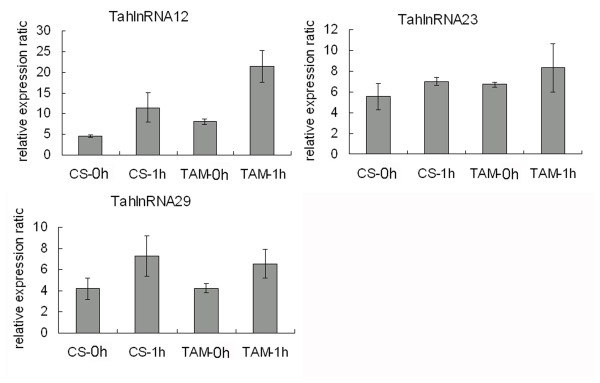
**The expression patterns of TahlnRNA12, TahlnRNA23 and TahlnRNA29 1 h after heat stress in heat sensitive genotype ('CS') and heat tolerant genotype ('TAM107') based on microarray analysis**.

### Histone acetylation of TalnRNA5 and TapmlnRNA19

The histone acetylation levels of TalnRNA5 and TapmlnRNA19 were detected using antibody H3K9 by ChIP according to the procedure of Lawrence [34]. ChIP analysis indicated that acetylation levels of TalnRNA5 and TapmlnRNA19 in the inoculated JD8 and JD8-Pm30 increased as compared to the non-inoculated controls (Figure 9).

**Figure 9:**
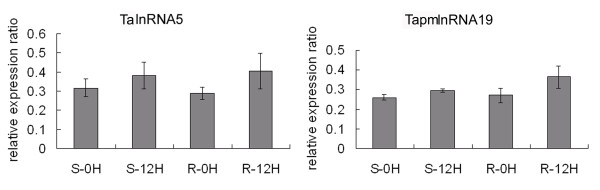
**The H3K9 acetylation levels of TalnRNA5 and TapmlnRNA19 in S and R genotypes before or 12 hrs after powdery mildew inoculation as determined by qRT-PCR**.

### Small RNAs might influence long npcRNAs expression

Based on our analysis, two SRP 7S RNA variants TalnRNA9 and TalnRNA12 could be regulated by 24 nt siRNAs. There were five siRNA families complementarily matching to the long npcRNAs, among which, three groups (group I, group II, group III) matched both TalnRNA9 and TalnRNA12, and other two (group IV group V) were specific for TalnRNA9 (Additional file 6). We designed gene specific primers (Additional file 7) and amplified the antisense strand sequences of TalnRNA9 and TalnRNA12 (anti-TalnRNA9 and anti- TalnRNA12). It was found that expression levels of TalnRNA9 and TalnRNA12 were up-regulated after powdery mildew inoculation in the two genotypes (Figure 10a), whereas both of the antisense sequences were down-regulated after powdery mildew inoculation in the two genotypes (Figure 10b), and negative correlation in expression levels was observed between sense strand and antisense strand expression patterns in both JD8 and JD8-Pm30 (Figure 10). In addition, three long npcRNAs, TapmlnRNA11, TapmlnRNA41 and TapmlnRNA42 also had several group small sequences matching them, and their expression patterns could be also regulated by siRNAs.

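Both SRP 7S RNA variants, RNA components of the signal recognition particle, were higher at 12 h on the arrays. TalnRNA9 went from 598 ± 116 to 1422 ± 110.0 in S and from 684 ± 65.2 to 1565 ± 97.4 in R (SD, n = 3 arrays), with log2 changes of 1.27 (adjusted p = 0.00141 from limma) and 1.2 (adjusted p = 0.00252 from limma). TalnRNA12 went from 417 ± 111 to 962 ± 81.7 in S, a log2 change of 1.24 (adjusted p = 0.00776 from limma), and from 538 ± 129 to 1029 ± 59.3 in R, a log2 change of 0.96 that is just short of a fold of 2 (adjusted p = 0.0313 from limma). For the mean of both lines TalnRNA12 had a log2 change of 1.1 (standard error 0.18, adjusted p = 0.00138 from limma), and it falls short of a fold of 2 without S-0h replicate 3 (0.98) and under a new quantile normalization. The oligonucleotides of both probe sets can also bind related sequences, so part of a signal can come from a similar variant. From the opposite courses of the sense transcripts and of their antisense strands, which were measured by qRT-PCR and not analysed here, the paper proposes that siRNAs from the antisense strands regulate the sense transcripts.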

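TapmlnRNA42 fell for the mean of both lines, and TapmlnRNA41 passed the test in R. TapmlnRNA42 went from 844 ± 74.4 to 482 ± 84.5 in S and from 1074 ± 249 to 388 ± 102 in R (SD, n = 3 arrays), a log2 change of -1.15 for the mean of both lines (standard error 0.19, adjusted p = 0.00151 from limma). With the arrays scaled by the spike-ins this is -0.81, short of a fold of 2. Of the 9 other probe sets in the sequence cluster of TapmlnRNA42, the bright ones had log2 changes from -0.80 to -0.35 for the mean of both lines. These are short of a fold of 2. The rest lay at or near the background level, with fitted changes from -2.89 to 0.52. TapmlnRNA41 was at 109 ± 27.4 and 105 ± 7.4 in S, a log2 change of -0.03 (adjusted p = 0.973 from limma), and at 93.8 ± 18.2 and 28.7 ± 15.1 in R, at least 1.03-fold lower (adjusted p = 0.0158 from limma), since all R-12h arrays lay at the background level. The difference between the responses of the lines did not pass the test (adjusted p = 0.566 from limma). Another probe set of its cluster lay at or near the background level in R, with 36.3 ± 23.7 in R-0h and 88.3 ± 7.7 in R-12h. Its fitted log2 change of 1.60 in R (adjusted p = 0.13 from limma) is therefore not a measured rise.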

**Figure 10:**
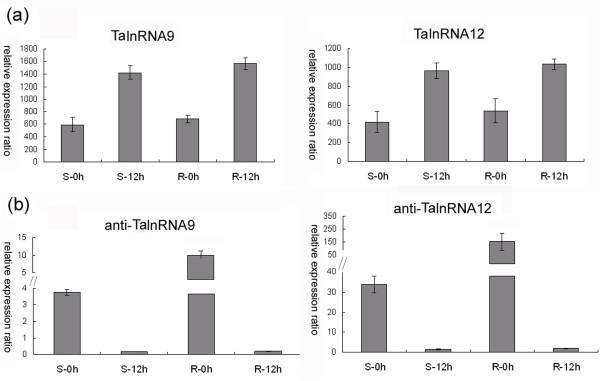
**Expression patterns of sense and antisense sequences for TalnRNA9 and TalnRNA12 before or 12 hrs after *Bgt *inoculation in S genotype and R genotype**. (a) Expression patterns of sense sequences revealed by microarray analysis. (b) Expression patterns of antisense sequences as determined by qRT-PCR.

### Wheat putative long npcRNAs displayed tissue-specific expression patterns

To investigate the expression patterns of long npcRNAs in different wheat tissues, qRT-PCR was performed in 8 wheat tissues using gene specific primer pairs (Additional file 7), including leaf, internode, flag leaf, root, seed, awn, young spike and glume (Figure 11).

**Figure 11:**
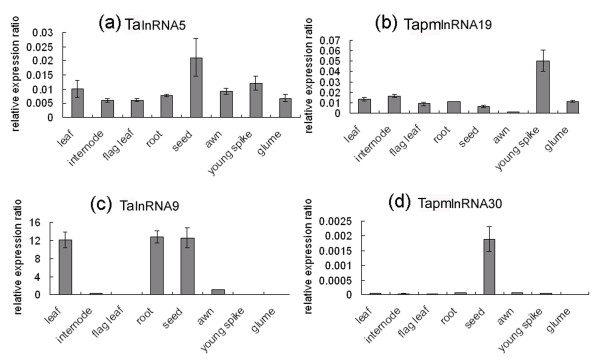
**Expression patterns of TalnRNA5, TapmlnRNA19, TalnRNA9 and TapmlnRNA30 in eight tissues as determined by qRT-PCR**.

It was found that wheat long npcRNAs displayed tissue-specific expression patterns. TapmlnRNA30 was only detected in seed, whereas TapmlnRNA19 accumulated preferentially in young spike (Figure 11). TalnRNA5 was expressed in all the tissues, but expression level was relatively higher in seed as compared to other tissues (Figure 11). TalnRNA9 was abundantly expressed in leaf, root and seed, no signal was detected in other tissues (Figure 11). Interestingly, although both TalnRNA5 and TapmlnRNA19 gave rise to miR2004, their expression patterns were obviously different (Figure 11). In addition, TalnRNA9 was expressed quite differently between leaf and flag leaf, and the transcripts accumulated predominantly in leaf (Figure 11).

### Experimentally verified full length cDNA of predicted long npcRNAs

In order to obtain the full length cDNAs corresponding to the long npcRNAs, we performed 5'RACE for four long npcRNAs, including TapmlnRNA26, TalnRNA21, TahlnRNA37 and TahlnRNA47. The cDNA from young leaf of JD8 was amplified by using gene specific primers (Additional file 7) and sequenced. The full length cDNAs corresponding to TapmlnRNA26, TalnRNA21, TahlnRNA37 and TahlnRNA47 were 1599 bp, 1497 bp, 737 bp and 988 bp in length, respectively. The ORFs of these sequences were searched by using ORF finder program, and no ORFs longer than 80aa was found in these full length cDNAs (Additional files 8, 9 and 10). For example, TapmlnRNA26 contained 15 putative ORFs, but the longest ORF was only 74aa (Figure 12).

**Figure 12:**
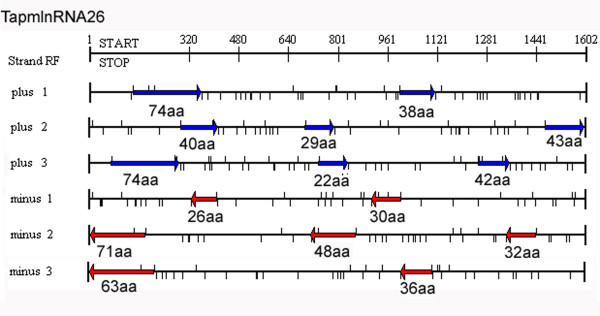
**The 15 short possible open reading frames (ORFs) positioned in TapmlnRNA26**.

## Discussion

### Wheat long npcRNAs are not conserved among the plant species and responsive to both biotic and abiotic stresses

By using combination of microarray and SBS sequencing, a total of 125 putative long npcRNAs were identified in wheat leaves using strict criteria across a collection of more than 9700 powdery mildew and 6500 heat stress responsive sequences. Our analysis could fail to identify the *bona fide *long npcRNAs in wheat due to the limited genomic information and gene annotation of wheat, however, these 125 putative long npcRNAs constituted a reliable set of wheat long npcRNAs. It must be pointed out that, in the absence of wheat whole genomic information and the full length sequences of these wheat long npcRNAs, some of them might turn out to be protein-coding RNAs when the wheat genomic sequences are available. However, this study represents the first attempt to characterize the wheat long npcRNAs and their responses to biotic and/or abiotic stresses, which could provide a starting point for further investigation of long npcRNAs in wheat.

As most non-protein coding RNAs were subjected to a low degree of evolutionary constraint, we found that the 125 long npcRNAs identified in this study had no homologs or significant matches out of plant, animal and microorganism kingdoms, and were wheat specific except for two SRP 7SRNA variants (TalnRNA9 and TalnRNA12) and 3 U3 snoRNAs (TahlnRNA12 TahlnRNA23 and TahlnRNA29), which was in good agreement to the previous studies in other species such as *Drosophila*, *Arabidopsis *and mouse [12,25,26]. Also, these long npcRNAs did not appear to form large homologous family. This might suggest that during the evolution, wheat had developed a batch of specific long npcRNAs to regulate gene expression and cell activity. Further analysis revealed that long npcRNAs in wheat had tissue-specific expression patterns, similar expression patterns of long npcRNAs were also reported in other species [24-26]. In our investigation, even in leaf and flag leaf, TalnRNA9 was differentially expressed, which suggested that long npcRNAs probably had much more precise expression regulation mechanisms. In addition, though TalnRNA5 and TapmlnRNA19 gave rise to the same miRNA, they displayed distinct expression patterns, indicating that miRNA could potentially be produced by different precursors in different wheat tissues.

SRP RNA is an exception, as it is a ribonucleoprotein (protein-RNA complex) that recognizes and targets specific proteins to the endoplasmic reticulum in eukaryotes and the plasma membrane in prokaryotes. Moreover, U3 snoRNAs predominantly found in the nucleolus are thought to guide site-specific cleavage of ribosomal RNA (rRNA) during pre-rRNA processing. Therefore, they are thought to be conserved across three kingdoms.

It was reported that increased expression of either BC200 or an antisense transcript of the b-secretase-1 (BACE1) gene had been implicated in the progression of Alzheimer's disease [35,36]. Ben et al [18] found that abiotic stress altered the accumulation of 22 out of the 76 npcRNAs. These indicated that long npcRNAs had been linked to biotic and/or abiotic stresses, though in most instances, evidence had relied on differences in transcript expression levels between treated and non-treated samples. Our analysis added further evidence for the responsiveness of long npcRNAs to both biotic and/or abiotic stresses, since 71 wheat long npcRNAs were responsive in defense against powdery mildew infection, and 77 were responsive to heat stress.

### Some of the wheat long npcRNAs are small RNA precursors

Study showed that miR675 was derived from the long npcRNA H19 which was endogenously expressed in human keratinocytes and neonatal mice [37], and .npcRNA78 gene contained the miR162 sequence in an alternative intron and corresponded to the MIR162a locus [24]. The 'BIC' noncoding RNA that served as the precursor for miR155 was also readily detectable *in vivo *as full-length transcripts [38]. In our identified wheat long npcRNAs, four transcripts (TalnRNA5, TapmlnRNA8, TapmlnRNA19, and TahlnRNA27) were characterized as putative miRNA precursors. Among them, TapmlnRNA8, TapmlnRNA19 were specific to powdery mildew infection, while TahlnRNA27 was only responsive to heat stress. 

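TahlnRNA27 was dim at both times in these arrays and did not pass the test after inoculation. Its signal was 57.1 ± 41.3 and 37.9 ± 21.1 in S and 42.8 ± 38.9 and 44.0 ± 23.0 in R (SD, n = 3 arrays), with all arrays of S-12h, R-0h and R-12h at or below the background level. The log2 change for the mean of both lines was 0.12 (standard error 0.73, adjusted p = 0.935 from limma), and its sign turns when values are raised to a floor of log2 = 4, where it is -0.17. The 4 other probe sets of the same sequence cluster, which are not TahlnRNA27 itself, had log2 changes between -2.20 and -0.87 for the mean of both lines. The brightest of them fell from 49558 ± 5477 to 23030.2 ± 2012 in S and from 47278 ± 2709 to 23232 ± 2178 in R (adjusted p = 0.000112 for the mean of both lines from limma).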

Increasing evidence indicated that miRNAs played important roles in plant responses to biotic stresses [9,39,40]. After powdery mildew infection, TalnRNA5 and TapmlnRNA19 were up-regulated 12hai in JD8 and JD8-Pm30 genotypes, and their corresponding miR2004 was also increased in abundance, which strongly indicated that these two long npcRNAs were processed to miRNAs to regulate wheat response to powdery mildew infection. However, as there were no significant expression differences between the NILs JD8 and JD8-Pm30, we speculated that these two long npcRNAs functioned as basal defense. 

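No difference between R and S passed the test for TalnRNA5 or TapmlnRNA19. For TalnRNA5 the log2 difference R minus S was 0.47 before inoculation (adjusted p = 0.481 from limma) and 0.21 at 12 h (adjusted p = 0.926 from limma), and its response in R minus that in S was -0.26 (adjusted p = 0.875 from limma). For TapmlnRNA19 the difference was 0.80 before inoculation (adjusted p = 0.525 from limma) and -0.47 at 12 h (adjusted p = 0.9 from limma), and its response in R minus that in S was -1.27 (adjusted p = 0.676 from limma). A p that misses the threshold does not show equal levels, and the 95% interval of that last difference, not adjusted for the number of tests, runs from -2.45 to -0.09. Over the whole array, 33 probe sets differed between the lines before inoculation, 14 higher and 19 lower in R, and 16 at 12 h, 10 higher and 6 lower in R. With the replicate number as a block, fewer differed before inoculation, as given in the closing section on processing. A different response passed the test for 1 probe set, but it lies below the background level on all 12 arrays and chance cannot be excluded for this count, so no difference in response is shown for a single probe set. Nor is a lack of such differences shown. In simulated data this test recovered 0% of 2-fold, 8% of 4-fold and 32% of 8-fold differences in response. Counts under other settings, some of them higher, are given in the closing section on processing. As lists, the tubulins passed for the response (limma's camera, adjusted p = 8.85e-05, and 0.0412 with an estimated correlation). The TapmlnRNAs passed only at the preset correlation of 0.01 between genes (limma's camera, adjusted p = 0.0466, and 0.0702 with an estimated correlation). The study chose the 48 TapmlnRNAs by their response, and 41 reached a fold of 2 in S but 33 in R. Their difference in response is therefore not independent evidence. RNA quality stays open for both lists. At an unadjusted p under 0.05 the counts before inoculation, at 12 h and of responses that differ are 6082, 3881 and 4330. The count before inoculation is 12 without R-0h replicate 3, 19 without R-12h replicate 1, 20 without S-0h replicate 1 or without S-12h replicate 3, and 55 without S-0h replicate 3, and the count at 12 h is 2 without R-12h replicate 3 and 28 without R-12h replicate 2. The probe sets differing between R and S before inoculation were 13 with the arrays scaled by the spike-ins, 13 with treat against a fold of 1.5 and 0 in limma with arrays of one time only, but 50 with a new quantile normalization, 94 at a mean log2 of at least 5, 127 with a floor of log2 = 4, 320 with a trend and robust variance in limma, and 241 at a mean log2 of at least 7, a setting chosen after seeing the data, while the probe sets differing between R and S 12 h after inoculation were 7, 10 and 0 in the first 3 of these settings and 39, 68 and 48 in the last 3. From the lack of a difference between the near-isogenic lines in 2 npcRNAs, the paper proposes a role in basal defense.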

To further confirm this hypothesis, TalnRNA5, TapmlnRNA19, TalnRNA9 and TapmlnRNA30 were analyzed using qRT-PCR in 12 hrs after-touched JD8 and JD8-Pm30 as well as their controls, and their expression level had no differences between two treatments (data not show), which suggested that the expression alteration were caused by powdery mildew infection, not by touching.

In addition, we revealed that 26 wheat long npcRNAs produced siRNAs and 97 sequences could function in the form of long molecules involved in wheat resistance to powdery mildew infection and/or heat stressed. The collection of long npcRNAs offered candidates for further analysis of this kind of npcRNAs, which gained increasing attention in recent years [9,41,42].

Our analysis revealed that two SRP 7S RNA variants (TalnRNA9 and TalnRNA12) as well as TapmlnRNA11, TapmlnRNA41 and TapmlnRNA42 could be regulated by siRNAs. Coram et al [43] reported that the antisense strands of probe sets Ta.21480 and Ta.24771 (namely, TalnRNA9 and TalnRNA12) were expressed using wheat Affymetrix genome array, which was in good agreement with our experimental results. And interestingly, our analysis also shown that the expression patterns of antisense had negative correlations with sense sequence for both TalnRNA9 and TalnRNA12, which strongly indicated that the siRNAs generated from antisense strands might regulate expression of their corresponding sense strands. Collectively, this study indicated that expression of wheat long npcRNAs might be regulated by other non-protein coding RNAs, as was the case for *Xist *gene [44].

## Conclusion

In summary, by using computational analysis and experimental approach, for the first time, we identified 125 putative wheat long npcRNAs. These identified wheat long npcRNAs were not conserved among plant species, and some of them were small RNA precursors. Wheat long npcRNAs showed a tissue dependent expression patterns and their expressions were responsive to powdery mildew infection and/or heat stress, suggesting that they could play roles in development and regulation of biotic and/or abiotic stresses. Our analysis also indicated that expressions of some wheat long npcRNAs could be regulated by small RNAs and through histone acetylation, but this need further investigation. The identification and expression analysis of wheat long npcRNAs in this study would provide a starting point to understand their functions and regulatory mechanisms in the future.

## Methods

### Plant materials

Seeds of powdery mildew susceptible wheat cultivar 'JD8' (designated as S) and its near isogenic line carrying a powdery mildew resistance gene *Pm30 *(designated as R) were planted in 8-10 cm diameter pots. Seedlings were artificially inoculated when the first leaf was fully expanded, with a local prevalent *Blumeria. graminis *f. sp. *tritici *isolate E09. Inoculation was performed by dusting or brushing conidia from neighboring sporulating susceptible seedlings onto the test seedlings. Leaf samples were collected from both genotype at 0 and 12 hrs post inoculation (designated as S-0 h, S-12 h, R-0 h, R-12 h), respectively, and frozen in liquid nitrogen and used for RNA extraction.

For heat stress, heat tolerant genotype 'TAM107' was used in this study. Seeds were surface-sterilized in 1% sodium hypochlorite for 15 min, rinsed in distilled water, and soaked in dark overnight at room temperature. The germinated seeds were transferred into the pots (25 seedlings per pot) containing vermiculite. The treatments were carried out as described by Qin et al [32]. Leaves were collected at 0 and 1 hour after heat treatment (designated TAM-0 h and TAM-1 h) At the end of heat treatments, the leaves were frozen in the liquid nitrogen immediately, and then stored at -80°C for further use.

### Microarray analysis

Total RNA was extracted using Trizol reagent (Invitrogen) following the manufacture's recommendations. Briefly, mRNA was enriched from 80~90 μg total RNA using the RNeasy Plant Mini Kit (QIAGEN) according to the protocol, and was subsequently reverse-transcribed to double stranded cDNA using the GeneChip^® ^Two-Cycle cDNA Synthesis Kit. The biotin labeled cRNA was made using the GeneChip^® ^IVT Labeling Kit (Affymetrix, CA, USA). Twenty micrograms of cRNA samples were fragmented and hybridized for 16 h at 45°C to the Affymetrix Wheat Genome Array (Santa Clara, CA, USA). After washing using the Genechip^® ^Fluidics Station 450, arrays were scanned using the Genechip^® ^3000 Scanner that is located in Bioinformatics Center at China Agriculture University (NCBI accession Number: GSE27339 http://www.ncbi.nlm.nih.gov/projects/geo/query/acc.cgi?acc=GSE27339).

### Small RNA sequencing

Small RNA libraries (S-0 h, S-12 h, R-0 h, R-12 h, TAM-0 h, TAM-1 h) preparation and sequencing were performed with Solexa sequencing technology (BGI, Shenzhen, China) as described by Sunkar et al [45]. Automated base calling of the raw sequence and vector removal were performed with PHRED and CROSS MATCH programs [46,47]. Trimmed 3' and 5' adapters sequences, removed RNAs less than 17 nt and polyA, only sequences longer than 17 nt with a unique ID were used for further analysis. We calculated sequencing frequency of each small RNA sequence, the number of reads for each sequence reflecting relative abundance (NCBI accession Number: GSE27339, http://www.ncbi.nlm.nih.gov/projects/geo/query/acc.cgi?acc=GSE27339).

### Computational methods for long npcRNA identification

Firstly, powdery mildew infection and heat stress responsive transcripts were annotated by Harvest program, and protein-coding genes are discarded, the reminding sequences were analyzed by Blastx and Blastn, and ESTs with no similarity to protein coding genes or tRNA and rRNA were retained. Secondly, we screened the reminding ESTs, and the sequences with polyA-tail were selected. Thirdly, we predicted the longest ORF of these transcripts using ORF finder, and the sequences with no or short ORFs (less than 80aa) were retained for further analysis (Figure 13).

**Figure 13:**
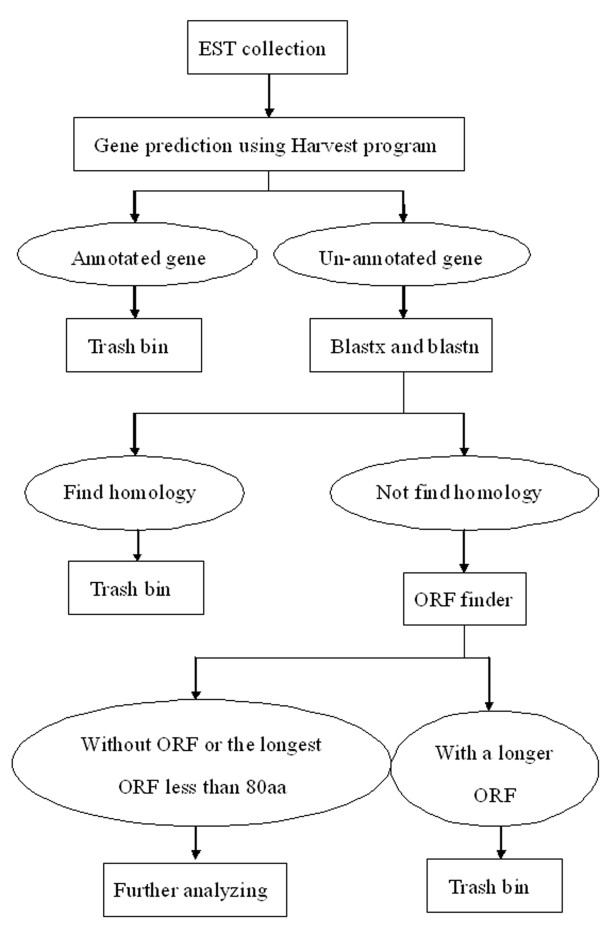
**Schematic representation of computational method for long npcRNA identification**.

### Chromatin-Immunoprecipitation (ChIP) assays

ChIP was modified from published protocol [34]. Approximately 1 g of leaves was used for each ChIP assay. The fresh tissues were subjected to vacuum infiltration in formaldehyde (1%) solution for cross-linking the chromatin proteins to DNA. Chromatin was extracted and sonicated for 4 × 10 sec pulses, 40% duty cycle and 20% power with chilling on ice for 1 min after each pulse. The average size of the resulted DNA fragments ranged between 0.2~2.0-kb, centering around 500 bp. An aliquot of chromatin solution (1/10 of total volume) was used to determine the DNA fragment sizes and serve as input control. The remaining chromatin solution was diluted 10-fold and divided into two aliquots. One aliquot was incubated by adding 10 μl of antibodies (anti-acetyl-histone H3K9, Upstate Biotechnology, NY). The other aliquot was incubated without antibodies (mock). After incubation at 4°C with rotation for overnight, the solution was added to 40 μl of protein A agarose and incubated for another 1 hours. The immunocomplexes were eluted and crosslinks were reversed by incubation at 65°C for 15 min. Residual protein was degraded by proteinase K and DNA was extracted and dissolved in 50 μl of ddH_2_O.

### Quantitative Real-Time PCR (qRT-PCR) Analysis

qRT-PCR was performed using the ChIP DNA or cDNA samples in a 10-μl mixture containing 1× LightCycler-FastStart DNA master SYBR Green I. According to MIQE guidelines, qRT-PCR was performed as follows: initial denaturation for 10 min at 95°C, followed by 40 cycles of 30 s at 95°C, 45 s at 55 to 60°C, 10 s at 72°C, and 72°C for 5 min as the last step. The threshold cycles (Ct) of each test target were averaged for triplicate reactions and the values were normalized according to the Ct of the control products (*Ta*-actin).

## Authors' contributions

MX, YW, YY and DQ carried out the microarray analysis and small RNA sequencing, participated in the long npcRNA identification, and draft the manuscript. MX and ZH carried out ChIP analysis, NS, CX and HP carried out the qRT-PCR analysis. ZN and QS carried out the design of the study and finish the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Wheat long npcRNAs responsive to powdery mildew infection and/or heat stress**. The table includes lnpcRNAs' ID, probe set ID, the longest ORF, the number of putative ORFs and corresponding siRNAs. Click here for file

Additional file 2 **The hairpin structure of putative TahlnRNA27**. The figure shows the secondary structure of putative wheat long npcRNA TahlnRNA27 by using the Vienna RNA package RNAfold web interface program, the perfect hairpin structure indicates that it might give rise to miRNA. Click here for file

Additional file 3 **The hairpin structure of putative TalnRNA5**. The figure shows the secondary structure of putative wheat long npcRNA TahlnRNA5 by using the Vienna RNA package RNAfold web interface program, the perfect hairpin structure indicates that it might give rise to miRNA. Click here for file

Additional file 4 **The hairpin structure of putative TalnpmRNA8**. The figure shows the secondary structure of putative wheat long npcRNA TahlnRNA8 by using the Vienna RNA package RNAfold web interface program, the perfect hairpin structure indicates that it might give rise to miRNA. Click here for file

Additional file 5 **The hairpin structure of putative TalnpmRNA19**. The figure shows the secondary structure of putative wheat long npcRNA TahlnRNA19 by using the Vienna RNA package RNAfold web interface program, the perfect hairpin structure indicates that it might give rise to miRNA. Click here for file

Additional file 6 **Categories of siRNAs corresponding to SRP1 and SRP3 7S RNA variants and sequences of SRP1 and SRP2 corresponding siRNAs**. (a) The siRNAs corresponding to SRP1 and SRP3 7S RNA variants are categorized to 5 groups according to their locations, most members of group I, II, and III match both TalnRNA9 and TalnRNA12, and other two (group IV group V) are specific for TalnRNA9. (b) The table includes sequences of of SRP1 and SRP3 corresponding siRNAs Click here for file

Additional file 7 **Primer sequences for 5'RACE and real time PCR**. The table displays the sequences of primers used for both 5'RACE and real time PCR Click here for file

Additional file 8 **The short possible ORFs in TalnRNA21**. The figure displays all the possible ORFs in the full length cDNA of TalnRNA21, and none of them are longer than 80aa. Click here for file

Additional file 9 **The short possible ORFs in TahlnRNA37**. The figure displays all the possible ORFs in the full length cDNA of TalnRNA37, and none of them are longer than 80aa. Click here for file

Additional file 10 **The short possible ORFs in TahlnRNA47**. The figure displays all the possible ORFs in the full length cDNA of TalnRNA47, and none of them are longer than 80aa. Click here for file

# Supplementary material for: Identification and characterization of wheat long non-protein coding RNAs responsive to powdery mildew infection and heat stress by using microarray analysis and SBS sequencing
**Source:** BMC Plant Biol. 2011 Apr 7;11:61. doi: 10.1186/1471-2229-11-61
**Supplement:** Additional file 1 — Wheat long npcRNAs responsive to powdery mildew infection and/or heat stress. The table includes lnpcRNAs' ID, probe set ID, the longest ORF, the number of putative ORFs and corresponding siRNAs.

**Additional data file1: Wheat long npcRNAs responsive to powdery infection and/or heat stress**

# represent miRNA precursors * represent siRNA precursors

# Supplementary material for: Identification and characterization of wheat long non-protein coding RNAs responsive to powdery mildew infection and heat stress by using microarray analysis and SBS sequencing
**Source:** BMC Plant Biol. 2011 Apr 7;11:61. doi: 10.1186/1471-2229-11-61
**Supplement:** Additional file 6 — Categories of siRNAs corresponding to SRP1 and SRP3 7S RNA variants and sequences of SRP1 and SRP2 corresponding siRNAs. (a) The siRNAs corresponding to SRP1 and SRP3 7S RNA variants are categorized to 5 groups according to their locations, most members of group I, II, and III match both TalnRNA9 and TalnRNA12, and other two (group IV group V) are specific for TalnRNA9. (b) The table includes sequences of of SRP1 and SRP3 corresponding siRNAs

**Additional data file 6**

**(a)**: Categories of siRNAs corresponding to SRP1 and SRP3 7S RNA variants

|  | **SRP1 and SRP3** | **SRP1 specific** | **SRP3 specific** |
| --- | --- | --- | --- |
| **GroupⅠ** | **6** | **-** | **2** |
| **GroupⅡ** | **8** | **2** | **-** |
| **GroupⅢ** | **6** | **-** | **-** |
| **GroupⅣ** | **-** | **2** | **-** |
| **GroupⅤ** | **-** | **5** | **-** |

| **GroupⅠ** |  | **GroupⅢ** |  |
| --- | --- | --- | --- |
| Ta2448846 | CTTCCAACGGTGGAAGGATAACGG | Ta2726875 | GGCTTCACAGAGCAGCGACAACTG |
| Ta2296616 | CCCGCTTCCAACGGTGGAAGGATA | Ta2967846 | TCCTTCCACCGTTGGAAGCGGGCA |
| Ta2633187 | GCCCGCTTCCAACGGTGGAAGGAT | Ta3052191 | TGGCTTCACAGAGCAGCGACAACT |
| Ta2053016 | ATCCTTCCACCGTTGGAAGCGGGC | Ta3039140 | TGGAAGCGGGCAGTTGTCGCTGCT |
| Ta2315018 | CCTTCCACCGTTGGAAGCGGGCAG | Ta1433561 | AAGCGGGCAGTTGTCGCTGCTCTG |
| Ta2448878 | CTTCCACCGTTGGAAGCGGGCAGT | Ta1825885 | AGCGGGCAGTTGTCGCTGCTCTGT |
| Ta2960700 | TCCAACGGTGGAAGGATAACGGGC |  |  |
| Ta3106718 | TTCCAACGGTGGAAGGATAACGGG | **GroupⅣ** |  |
| **GroupⅡ** |  | Ta2103276 | ATGCGAAAGCTGGGCCTCACGGTC |
| Ta1888613 | AGGCTGGCTTCACAGAGCAGCGAC | Ta3029400 | TGCCACATTATGGACCGTGAGGCC |
| Ta2560409 | GAGGCTGGCTTCACAGAGCAGCGA |  |  |
| Ta2822642 | GTGAGGCTGGCTTCACAGAGCAGC | **GroupⅤ** |  |
| Ta2395228 | CGTGAGGCTGGCTTCACAGAGCAG | Ta2961410 | TCCACTACGCAACTTGGAACGGGC |
| Ta2662088 | GCGTGAGGCTGGCTTCACAGAGCA | Ta2289040 | CCACTACGCAACTTGGAACGGGCG |
| Ta1828287 | AGCGTGAGGCTGGCTTCACAGAGC | Ta1663154 | ACTACGCAACTTGGAACGGGCGGG |
| Ta1565348 | ACAGCGTGAGGCTGGCTTCACAGA | Ta2906558 | TACGCAACTTGGAACGGGCGGGCC |
| Ta3137945 | TTGTCGCTGCTCTGTGAAGCCAGC | Ta1622619 | ACGCAACTTGGAACGGGCGGGCCA |
| Ta3071472 | TGTCGCTGCTCTGTGAAGCCAGCC |  |  |
| Ta2811354 | GTCGCTGCTCTGTGAAGCCAGCCT |  |  |

**(b)**: Sequences of SRP1 and SRP3 corresponding siRNAs

The number underlined in group Ⅰand group Ⅱ stands for the specific siRNA for SRP1 or SRP3 7S RNA variants

# Supplementary material for: Identification and characterization of wheat long non-protein coding RNAs responsive to powdery mildew infection and heat stress by using microarray analysis and SBS sequencing
**Source:** BMC Plant Biol. 2011 Apr 7;11:61. doi: 10.1186/1471-2229-11-61
**Supplement:** Additional file 7 — Primer sequences for 5'RACE and real time PCR. The table displays the sequences of primers used for both 5'RACE and real time PCR

**Supplemental table 3: Primers for 5'RACE and real time PCR**

| **primers for 5'RACE** | |
| --- | --- |
| TahlnRNA47 -outer | 5'-CTGCTGCTATACGGTAGGCTCAGTGAGC-3' |
| TahlnRNA47 -nested | 5'-CTTGAAGTAGAGGCATGGAGCACCTGC-3' |
| TapmlnRNA26-outer | 5'-GCCTGCAGATATGGTACCATGAACTGC-3' |
| TapmlnRNA26-nested | 5'-CTCATTTGTTCACCACATAGAAGCAGGT-3' |
| TalnRNA21-outer | 5'-ATGAAGAGTAGGTCACTAGGGAAGCAAC-3' |
| TalnRNA21-nested | 5'-CTGCGAAGCTTAGTTCTAGAACCATCAC-3' |
| TahlnRNA37-outer | 5’-GTCCACTGTATTCGTCCTCCTGATCCT-3’ |
| TahlnRNA37-nested | 5’-AAGCTAGCAGAAGAAGTTTCTGACTTGC-3’ |
| **primers for quantitative real-time PCR** | |
| TapmlnRNA19-L | 5'-GAGTACCACGTAGCTCTAGATAC-3' |
| TapmlnRNA19-R | 5'-CTGATTCGGACACTTGACAACG-3' |
| TalnRNA5-L | 5'-CTCATTCCTGTCCAGAGGACAT-3' |
| TalnRNA5-R | 5'-CACGTAGTGTATCCTAACATGG-3' |
| TalnRNA9-L | 5'-GTGATGTGGACGCTGTTGTAG-3' |
| TalnRNA9-R | 5'-GTGATGGTTCGCTGGAGTAG-3' |
| TapmlnRNA30-L | 5'-CAAGACGGTGCATCAGGTGTG-3' |
| TapmlnRNA30-R | 5'-TAGCATGCCGGCACTGGAT-3' |
| TahlnRNA37-L | 5'-GAGGATCAGGAGGACGAATAC-3' |
| TahlnRNA37-R | 5'-ACTTGTCGCTGAGTCCATTG-3' |
| TalnRNA2-L | 5’-GCAAGTCTGATCGATTCGAAGC-3' |
| TalnRNA2-R | 5’-AGAGATGTGCTGTGCTGCAC-3' |
| TalnRNA9-anti-L | 5’-GTGATGGTTCGCTGGAGTAG-3' |
| TalnRNA9-anti-R | 5’-CCGTTCCAAGTTGCGTAGTG-3' |
| TalnRNA12-anti-L | 5’-GTTGTCGCTGCTCTGTGAAG-3' |
| TalnRNA12-anti-R | 5’-GGTGTGGACGCTGTTGTAG-3' |

How the deposited data were processed for this re-analysis (not part of the article)

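Leaf RNA of 2 near-isogenic wheat lines, S and R, taken before and 12 h after inoculation with Bgt, was measured on 12 Affymetrix Wheat Genome arrays, 3 per group. The heat stress arrays, qRT-PCR, small RNA sequences and chromatin immunoprecipitation of the paper were not analysed here. The authors deposited linear signal intensities, scaled so that the mean of each array without the lowest and highest 2% of its probe sets is 500, with values from 0.1 to 96975.5. The submitters' notes name GCOS 1.2, R 2.3.0 and GCRMA, without a version for GCRMA, but the values are not on a log2 scale. No detection calls were used here. Log2 was taken without a pseudocount, and 111 Affymetrix control probe sets were left out, which leaves 61179.

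A linear model with a mean per group was fitted with limma 3.58.1 in R 4.3.3, with its moderated variance. From it came the comparisons of 12 h with 0 h in S, in R and for the mean of both lines, of R with S at each time, and of the responses of the lines. All tests were two-sided, and p was adjusted by the Benjamini-Hochberg method over all probe sets tested. A probe set was called at an adjusted p under 0.05 and a fold of at least 2. An exact permutation test of 12 h against 0 h within lines has 400 arrangements and a smallest p of 0.005. Lists of genes were tested with limma's camera at a preset correlation between genes of 0.01 and again with an estimated one, and with limma's fry. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

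The npcRNAs were matched to the array by the probe sets of the paper's Additional file 1. Gene names came from a table of the platform matched to the wheat reference gene table, and none of the npcRNAs is in it. 102 of its genes have a name other than a locus number. For a gene with several probe sets, the one with the highest mean was taken. The rule for naming items was set beforehand: the npcRNAs in the paper's text, the 5 largest rises and 5 largest falls among the called npcRNAs, up to 12 rises and 12 falls among called named genes that moved the same way in all 6 pairs of arrays, and the called member of each list with the largest change. PFK, PsbP, petC, PsbO, Tubb4, Tubb5, tubb1, tubb2, rbcl, TUBA, lgul and AGA.1 were chosen after their values were seen, as were the probe sets singled out among those that differ between the lines. The lists were photosynthesis, pathogenesis-related proteins, heat shock proteins, glutathione S-transferases, phenylpropanoid pathway, touch and brushing, dehydrins and cold-regulated proteins, histones, peroxidases and germin-like proteins, ribosomal proteins, seed storage proteins and the npcRNA classes, and tubulins were added later. Lists for WRKY factors, the circadian clock, fungal transcripts, histone acetylation, jasmonate synthesis, signal recognition particle proteins and small RNA machinery held 0 named genes and gave no result.

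The labels give each group replicate numbers 1 to 3, and neither the labels nor the paper say that a number marks a shared batch or day. In S, the deviations of S-0h and S-12h arrays with the same number from their group means correlate at 0.107 to 0.195, over 0.1 for every number, so the numbers were taken to pair the S arrays, from the data alone and after the fits with and without the block had been seen. The first principal component of the arrays holds 69.8% of the variance and the second 5.5%. The alternatives tried were a replicate block, a new quantile normalization, centring on the median, scaling by 9 hybridization spike-in probe sets, a mean log2 of at least 5, a floor of log2 = 4, a variance trend with robust estimation, array weights, fits of one line or time only, adjusted p alone, limma's treat against a fold of 1.5, other fold rules for the count without a test, and leaving out each array in turn. Added after seeing the data were leaving out both R arrays of replicate 2 and a mean log2 of at least 7. Scripts were tested on simulated data with 12 arrays and 61179 probe sets, with 50 of them changed at each fold. For the mean of both lines the test recovered 16% of changes of 2-fold, 48% of 4-fold and 78% of 8-fold, and 12 of 119 calls were false. Since the rule asks for a fitted fold of at least 2, many changes of 2-fold are missed at any number of arrays. Far fewer probe sets changed in the simulation than were called in the real data, which makes the adjusted p stricter there. These shares therefore do not give the power of the real test. In another simulation, with changes in R-12h only, the test of the difference in response recovered 0% of 2-fold, 8% of 4-fold and 32% of 8-fold changes.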

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

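The tests chosen only after the result they measure was seen were the splits of the arrays, the list of tubulins, the count without the R arrays of replicate 2, and those of RNA of the other time point, of gene sequence or presence, of chance in dim probe sets, of the authors' scaling and of time of day, leaf age and brushing.

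The response of 1 probe set with no gene name here passed the test between the lines (fitted log2 value of 6.61 for R minus S, adjusted p = 0.00159 from limma), but its mean signals were 36.5, 2.4, 3.9 and 25.9 in S-0h, S-12h, R-0h and R-12h, all under the background level, so no difference in response was measured. The TapmlnRNAs as a list had a lower response in R than in S (limma's camera, adjusted p = 0.0466, and adjusted p = 0.0702 with an estimated correlation). The study chose this list by its response, and more of it reached a fold of 2 in S (41) than in R (33). This difference is therefore not independent evidence. The tubulins differed too, with a median log2 change of -1.30 in S and -0.735 in R (limma's camera, adjusted p = 8.85e-05, and adjusted p = 0.0412 with an estimated correlation). The sucrose synthase 3'/5' ratio, a measure of RNA quality, ran from 12.3 to 13.83 in S-0h and 17.28 to 24.13 in S-12h, against 14.71 to 18.2 in R-0h and 15.39 to 16.17 in R-12h, so RNA quality stays open for both lists. Both R arrays of replicate 2 also hold some signal of the other time point, with median shares of 5.4% and 3.58%. Such signal makes a fitted change in R smaller, most for transcripts near background at 1 of the times. No test of these lists without those 2 arrays is given here, so this stays open too. Among genes that the paper does not discuss, PR5 rose by a log2 value of 3.50 and hsp16.9A had a fitted log2 change of -5.86 for the mean of both lines, but its S-12h arrays are all at or below background, so the fall in S is only known to be at least 29.7-fold. The paper does not report transcripts that differ between the lines, of which there were 33 before inoculation and 16 at 12 h.

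The same arrays were also split in other ways. For the mean of both lines, 1 of 100 splits, the real one, gave as many as 7622 called probe sets, and the highest other count was 8. Splits that put 0 h and 12 h arrays in 1 group add the change with time to the spread, which keeps their counts low. A share of 1 in 100 is the least these splits can give, and it does not bear on time of day or leaf age. For the responses that differ between R and S, 31 of 100 splits gave a count as large as the real 1, with a highest other count of 8, so chance cannot be excluded. The other comparisons have 10 splits each, too few for a share under 0.05. Their real count and highest other count were 7101 and 1 in S, 5605 and 7 in R, 33 and 11 between the lines before inoculation, and 16 and 2 between them at 12 h.

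Both R arrays of replicate 2 hold some signal of the other time point at probe sets that the S arrays show as nearly silent. The median share of the difference between the times was 5.4% in R-0h replicate 2 (136 probe sets) and 3.58% in R-12h replicate 2 (131 probe sets), against -0.5% to 0.48% in the S arrays, and RNA of the other time point in each R sample would give such shares. A response already begun in the leaves of R-0h replicate 2 would lower transcripts that fall, as would 12 h RNA mixed into it, but their median log2 difference from the other R-0h arrays was 0.261. That is above the bound of 0.2 set against a response already begun, and mixing alone does not give such a rise either, but the quartiles, 0.087 and 0.514, span the bound, and the spread was brought in after the value was seen, so neither is settled for this array. Of 7622 probe sets called for the mean of both lines, 6355 remain called without these 2 arrays.

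Probe sets that differ between R and S before inoculation are of 2 sorts. Of 33, 13 also differ the same way by at least 2-fold at 12 h, with a median signal of 353.2. The 13 lie between the bounds set for a difference in the sequence or presence of a gene, most of them and nearly none. A steady difference in expression between the lines would persist as well, so this count cannot tell the 2 apart. Of the 33, 8 were called at both times. Among these is the probe set below background described above, which went in opposite directions. The other 20 have a median signal of 100.6, but 5 of them have one of 374.9 to 20993.4, far above the background level of 89.8, and are not dim. Chance in dim probe sets stays open for the 9 at or below that level and the 6 of up to 207.5.

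Photosynthesis and tubulin genes had lower signals at 12 h. With the spike-ins in place of the authors' scaling, the median log2 change was -0.667 for photosynthesis and -0.705 for tubulins. Hybridization spike-ins do not report how much mRNA the leaves held, so whether scaling to one mean adds to the fall stays undecided. Both scalings move all probe sets of an array alike. The distance of the lists from the median of all probe sets, -1.006 and -1.044, is therefore the same with either by construction. A new quantile normalization, which does not move all probe sets alike, gave distances of -0.571 for photosynthesis and -0.922 for tubulins. The size of the fall, mainly for photosynthesis, thus depends on the normalization. Time of day, leaf age and brushing cannot be told apart from the fungus, since 0 arrays are of leaves taken at 12 h without spores. The paper describes a qRT-PCR test of touched leaves for 4 npcRNAs, which does not cover these genes.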

How the results depend on the processing

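Leaving out both R arrays of replicate 2 and keeping probe sets of a mean log2 of at least 7 were chosen only after the data were seen; all other settings were planned. In the settings that change the arrays, the scale, the filter or the variance, the counts for S, R and the mean of both lines stayed within 1.5 times their value, and so did the count of the 71 npcRNAs. Counts of differences between the lines moved most. The cause of each move was not tested, except that a stricter threshold calls fewer probe sets by construction. Probe sets at or below the background level, 44.2% to 51.1% of an array, limit all folds that involve them. With a replicate block, 9 probe sets differ between the lines before inoculation. In S the numbers were taken to pair the arrays, from the data alone, and of the single results in S the block changed the call of TapmlnRNA19 and no other. Between S-0h and R-0h the correlations of deviations of arrays with the same number were 0.066 to 0.144, and 6 of 6 arrays correlate best with their own number, a hint from the data and not from the design. Between S-12h and R-0h they were 0.053 to 0.154 (6 of 6), so the hint is not limited to S. Between R-0h and R-12h they were 0.005 to 0.061 (4 of 6), between S-0h and R-12h 0.007 to 0.054 (2 of 6), and between S-12h and R-12h -0.025 to 0.046 (2 of 6). The block moved none of the counts of probe sets changed 12 h after inoculation by more than 1.5 times (6986 probe sets changed 12 h after inoculation in S, 5390 probe sets changed 12 h after inoculation in R and 7618 probe sets changed 12 h after inoculation, mean of both lines).

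Without single arrays there were 5922 to 7046 probe sets changed 12 h after inoculation in S, 4612 to 5624 probe sets changed 12 h after inoculation in R, and 7137 to 7577 probe sets changed 12 h after inoculation, mean of both lines. The other counts were 53 to 57 of the 71 npcRNAs, 9 to 10 of the siRNA precursors, 2 to 4 of the heat-only npcRNAs and 28731 to 29827 for a fold of at least 2 in either line. Before inoculation 12 to 55 probe sets differed between the lines, at 12 h 2 to 28, and 1 to 3 responses differed. Signs turned without some of the arrays for TahlnRNA27 (-0.385 to 0.522), TahlnRNA29 (-0.067 to 1.132), TapmlnRNA19 in R (-0.263 to 0.136) and the gene list: ribosomal proteins (unadjusted p of limma's camera from 0.5456 to 0.9772), of which none passed the test in either direction.

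The probe sets differing between R and S before inoculation were 50 with a new quantile normalization, 13 with the spike-ins, 94 at a mean log2 of at least 5, 127 with a floor of log2 = 4, 320 with a trend and robust variance, 0 with arrays of one time only and 13 with treat against a fold of 1.5. At 12 h they were 7 with the spike-ins, 39 with the floor, 68 with a trend and robust variance, 0 with arrays of one time only and 10 with treat. With limma and all arrays, 6082 and 3881 have an unadjusted p under 0.05. Responses that differ were 2 with quantile normalization, 2 with arrays centred on the median, 0 at a mean log2 of at least 5, 16 with the floor, 105 with a trend and robust variance and 2 with array weights. Heat-only npcRNAs called were 8 with the spike-ins, 4 at a mean log2 of at least 5, 4 with a trend and robust variance, 13 with adjusted p alone and 1 with treat. TapmlnRNA19 in R had log2 changes of 0.457 with the spike-ins and 0.02 with array weights, and TahlnRNA27 had -0.169 with the floor, none past the test. Among single results not given at a claim, TapmlnRNA8 in S lost its call in 1 and TalnRNA12 in S in 2 of 21 settings, and TalnRNA21 in S gained one in 3 and TapmlnRNA41 for the mean of both lines in 2. Limma's fry, which tests a list against no change and not against other genes, gives an unadjusted p of 0.01 for the pathogenesis-related proteins, which pass in no setting of camera, and of 0.0034 for the TahlnRNAs and 0.000285 for the TalnRNAs.

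With adjusted p alone, 8421 probe sets changed in R and 14502 for the mean of both lines. Treat against a fold of 1.5 gave 3765 probe sets changed 12 h after inoculation in S, 2594 probe sets changed 12 h after inoculation in R, 4871 probe sets changed 12 h after inoculation, mean of both lines, and 6 siRNA precursors. Without a test, 14099 probe sets had a fold of at least 3 in either line, 8200 a fold of at least 2 in both, 14661 a fold of at least 2 for the mean of both lines, and 15814 a fold of at least 2 at a mean log2 of at least 5. With an unadjusted p under 0.05 as well, 14015 had a fold of at least 2.

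Of the settings added later, leaving out both R arrays of replicate 2 gave 19 differences between the lines before inoculation, 4 responses that differ, -0.58 for TahlnRNA27, 0.17 for TapmlnRNA19 in R and an unadjusted p of 0.8802 from limma's camera for the ribosomal proteins, whose sign turned. A mean log2 of at least 7 gave 241 differences before inoculation, 48 at 12 h, 14 responses that differ, 4 siRNA precursors and 7280 probe sets with a fold of at least 2 in either line.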

Differences from the paper's values

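The paper takes 9744 transcripts as responsive to powdery mildew at a fold of at least 2, a count from an earlier study of its authors. Here 28289 probe sets reach that fold in at least one line. The paper's text names no test and no filter on dim signals beside that fold. The rules of the earlier study were not examined here. Of the alternatives set before the data were examined, 14099 for a fold of at least 3 (which leaves 38 of the paper's 71 npcRNAs), 8200 for a fold of at least 2 in both lines (which leaves 41) and 14015 for a fold of at least 2 with an unadjusted p under 0.05 (which leaves 69) lie within 1.5 times the paper's count. The others do not: 27990 with a new quantile normalization, 28463 with arrays centred on the median, 31774 with the spike-ins, 15814 at a mean log2 of at least 5, 19341 with a floor of log2 = 4, 26360 with arithmetic means, 14661 for the mean of both lines and 28731 to 29827 without single arrays. A mean log2 of at least 7, chosen after seeing the values, gives 7280 and leaves 48 of the 71.

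All 71 of the paper's npcRNAs of powdery mildew reach its fold of 2 in at least one line, and 56 are called with the test for the mean of both lines, as are 10 of its 16 siRNA precursors. The paper states from qRT-PCR, another assay than the arrays, that TapmlnRNA19 was up-regulated in both genotypes. It also describes the qRT-PCR patterns of TapmlnRNA19 and TapmlnRNA30 as matching its microarrays. Higher histone acetylation at TapmlnRNA19 in both inoculated lines, which the paper reports too, was not analysed here. In R the log2 change of TapmlnRNA19 on the arrays was -0.02 (adjusted p = 0.986 from limma), and none of the settings run calls it there, while in S it was 1.25 and TalnRNA5 rose in both lines. The paper lists the TahlnRNAs as responsive to heat and not to powdery mildew. Of 54, 2 were called here, TahlnRNA40 and TahlnRNA47, and 14 reached the paper's fold of 2 in at least one line, so most of the list did not. Since the study put on this list only npcRNAs that it found responsive to heat alone, this is not independent evidence.

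The paper states that TalnRNA12 was up-regulated in both genotypes and names no fold there. Its figure shows signals of about 530 in R-0h and 1000 in R-12h, close to the 537.8 and 1029.2 here. In R the log2 change of 0.96 (adjusted p = 0.0313 from limma) is a rise as well, though short of a fold of 2. TalnRNA12 is called in R with the spike-ins (1.44), with array weights and without R-0h replicate 2 (1.13). The paper states from qRT-PCR that TapmlnRNA30 was up-regulated. On the arrays its log2 change in S, 0.96, passed the adjusted p and differs from a call only by being short of a fold of 2. It is called in S with arrays centred on the median (1.06), without S-0h replicate 1 (1.11) and without S-12h replicate 3 (1.07).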

Other observations

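Several lists of genes did not pass limma's camera as lists for the mean of both lines. The median log2 change was -0.785 (5 genes, adjusted p = 0.393 from limma's camera) for dehydrins and cold-regulated proteins, -0.06 (5 genes, adjusted p = 0.79 from limma's camera) for histones, -0.456 (8 genes, adjusted p = 0.747 from limma's camera) for seed storage proteins, -0.175 (2 genes, adjusted p = 0.754 from limma's camera) for ribosomal proteins and 0.091 (2 genes, adjusted p = 0.754 from limma's camera) for peroxidases and germin-like proteins. The TahlnRNAs had an adjusted p of 0.38 and the TapmlnRNAs, which the study chose by their response, one of 0.000663, and 0.0113 with an estimated correlation (limma's camera). The glutathione S-transferase GSTZ1 had a log2 change of 0.94 (adjusted p = 0.000175 from limma), short of a fold of 2. GSTZ1 is called higher with the spike-ins (1.276) and under a new quantile normalization (1.003). TaCOMT1 of the phenylpropanoid pathway had 0.19 (adjusted p = 0.542) and XTH, a xyloglucan endotransglucosylase listed for touch, 0.41 (adjusted p = 0.0613 from limma).

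Of npcRNAs that the paper discusses under heat, TahlnRNA12, TahlnRNA23 and TahlnRNA29, U3 snoRNAs in the paper, had log2 changes after inoculation of 0.16, 0.74 and 0.33 for the mean of both lines (adjusted p = 0.664, 0.35 and 0.842 from limma). TahlnRNA37 had 0.33 (adjusted p = 0.404 from limma).

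The probe set with the smallest adjusted p between the lines before inoculation, which has no gene name here, had a signal of 4625 ± 330.5 in S-0h and 3794 ± 109.9 in S-12h, against 462 ± 14.9 in R-0h and 372 ± 36.5 in R-12h (SD, n = 3 arrays). R minus S was -3.32 before inoculation (adjusted p = 9.20e-05 from limma) and -3.35 at 12 h (adjusted p = 8.42e-05 from limma). The hybridization spike-ins were lower at 12 h by 0.334 on the log2 scale (exact permutation within lines, two-sided, p = 0.045). Of the 7622 probe sets called for the mean of both lines, 6094 remain called when the arrays are scaled by them.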
